A study of Bos taurus with 2 samples.

How the data were processed

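Single nuclei of bovine (Bos taurus) blastoids and of day-8 blastocysts were profiled by droplet single-nucleus RNA sequencing. A blastoid is a blastocyst-like structure assembled in a microwell from cultured stem cells. Per the labels' protocols, 8 bEPSCs, 8 bXEN cells and 16 bTSCs were seeded per microwell for the blastoids, both sources were frozen before nuclei were isolated, and libraries were made with 10x Genomics Chromium chemistry version 3.1 and sequenced on a NovaSeq 6000. The labels do not say how many blastoids or embryos entered a library. Each group had 1 library, so no test, p-value or standard error across replicates was possible.

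The deposited values are UMI counts per gene and barcode, made with Cell Ranger 7.2.0 per the file headers. The genome build, annotation and cell calling settings are not stated. Both matrices list the same 35643 features with Ensembl identifiers. Gene symbols were taken from the deposited feature lists, since 0 Ensembl identifiers matched the reference gene table, and no coordinates are given. Listed genes without a matching symbol there were not analysed here. They include POU5F1, DPPA5, TDGF1, UTF1, L1TD1, IFNT, IFNT2, PAG2, PAG8, PAG11, PAG12, PPARG, VGLL1, GSC, H19, MEG3, MEG8, XIST and the 7 Y-linked genes. A neural list of 20 genes was written later, for 1 test of the closing observations.

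Barcodes with at least 500 detected genes and under 10% of UMIs from the 13 named mitochondrial genes were kept. The barcodes with the highest Scrublet doublet scores (scanpy 1.11.5) were removed at 0.8% per 1000 barcodes, which removed 30 of 1944 in the blastoid library and 6 of 833 in the blastocyst library. Each library was clustered on its own. Counts per 10000 UMIs were log-transformed, 2000 variable genes without the marker genes were scaled, 30 principal components and 15 neighbours were used, and clusters came from leidenalg 0.10.2 at resolution 0.5.

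The marker lists, the gene lists, the comparisons, the filters on barcodes and 31 of the alternative settings were fixed before the data were examined. The rule that turns markers into names was not. In the rule used, a marker counted where it had at least 100 UMIs in the library and at least 1.5 times the CPM (UMIs of the gene over all UMIs of the sum, on the usual CPM scale) of the other clusters. A cluster was named from at least 3 such markers when they were at least 2 times as many as those of any other class. A cluster with over 5% ribosomal protein UMIs was called ribosomal-rich and left out of the named classes. A cluster whose 10 leading genes by fold held more markers of another class, or that was shallow without a leading marker of its own, stayed unnamed. This was the second of 2 versions of the rule. The first counted markers from 20 UMIs and set the ribosomal limit at 10%. Under it, 14 settings had been looked at before the rule was changed, and 15 settings were looked at under the second. The change was made after the first version's names had been seen. Its reasons were that names rested on markers with few UMIs and shifted between settings, that blastoid cluster 4 took the name hypoblast-like although its leading genes were DCC, AUTS2 and CTNNA2, and that a shallow blastocyst cluster with 8.29% ribosomal protein UMIs fell under the limit. The first version is kept as an alternative with its values. The clusters that the ribosomal limit keeps out hold 84.7% of the kept blastoid barcodes and 7.26% of the kept blastocyst barcodes.

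Shares carry exact (Clopper-Pearson) 95% intervals and CPM values exact Poisson 95% intervals. Ratios of 2 sums carry the exact conditional interval. All intervals cover counting error only. For ranking genes and for list medians, counts under 3 were set to 3. A ratio against a count of 0 is given as a lower bound from that floor, and a ratio against 1 to 3 counts as it is, with its interval. A list is summarised by the median log2 ratio of its genes with at least 10 UMIs in the 2 sums together, with an interval from 2000 Poisson draws and its percentile among 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries. Classes were compared by Spearman correlation across genes with at least 10 UMIs in the 2 sums, without the marker genes. Genes are not independent replicates. In this way, 16 class correlations were computed, apart from those under the alternative settings and in the tests of the closing observations. Shares of nuclei with a UMI were computed after thinning each nucleus to 2000 UMIs. Named genes are those of the marker and gene lists and, per comparison of 2 sums, the 5 highest and 5 lowest ratios among other genes with a symbol, at least 100 UMIs in the 2 sums and at least 50 CPM in the higher one.

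The steps were tested on simulated data. For the trophectoderm-like comparison, 200 of 4601 genes were changed 4-fold: 100% had the right direction and 95.6% of all true ratios lay inside their intervals. When barcodes were redrawn from their own cluster's profile, 100% of 1913 blastoid barcodes and 89.2% of 823 blastocyst barcodes were given their own name. Both simulations held counting error only, without variation between nuclei of a cluster. They therefore check the steps, not how well names or intervals hold for real nuclei. The 31 alternatives and 14 more, set after the data had been examined, were computed. Software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and igraph 0.11.9.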

Results

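Nuclei from bovine blastoids and from day-8 bovine blastocysts were compared to ask which embryonic lineages the blastoids contain and how closely their nuclei match those of the embryo. The blastoids were assembled from bEPSC, bXEN and bTSC lines seeded at 25%, 25% and 50% of the cells. Each group had 1 library, so every difference described below lacks a replicate check and compares these 2 libraries rather than the conditions.

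The blastoid library held 1957 barcodes and 7575395 UMIs, with a median of 2012 UMIs and 1126 genes per barcode. The blastocyst library held 944 barcodes and 7029253 UMIs, with medians of 6920 UMIs and 3238.5 genes. Depth in the blastoid library was bimodal. Under 4000 UMIs lay 1669 of its barcodes, and 288 reached that depth. In the blastocyst library 251 barcodes lay under 4000 UMIs and 693 reached it. Filtering kept 1914 blastoid and 827 blastocyst barcodes, with 7481006 and 6849933 UMIs. Fewer than 500 genes were detected in 8 blastoid and 99 blastocyst barcodes, and 5 and 61 barcodes had at least 10% mitochondrial UMIs.

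**Figure D1:**
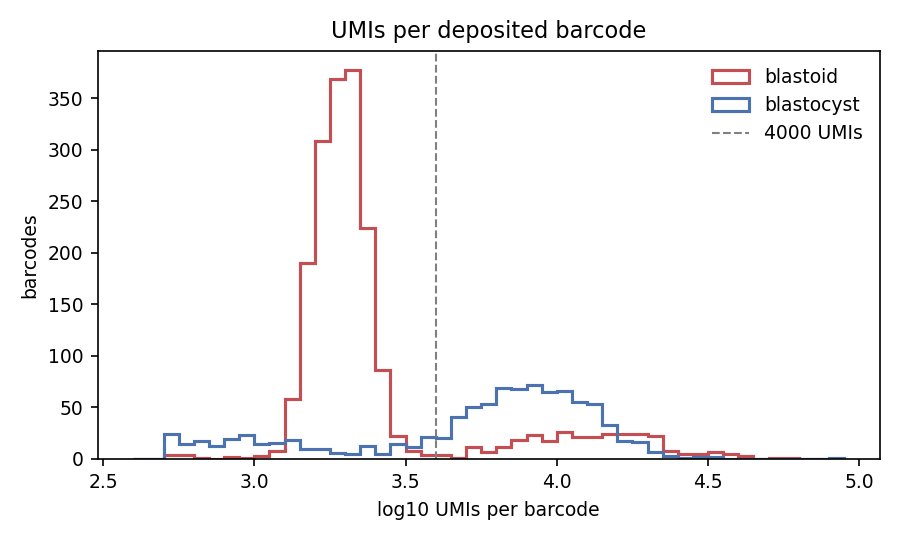
Number of deposited barcodes (vertical axis) by log10 UMIs per barcode (horizontal axis) in the blastoid and blastocyst libraries, with a dashed line at 4000 UMIs. The blastoid library has 1669 barcodes below the line and 288 at or above it, against 251 and 693 in the blastocyst library.

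Clustering of the blastoid library gave 4 clusters. A ribosomal-rich group of 1622 barcodes (2 clusters) made up 84.7% of the kept barcodes (95% interval 83.1% to 86.3%) and 42.4% of their UMIs. Its clusters had medians of 1901.5 and 2003.5 UMIs, with 16.0% and 15.0% of UMIs from ribosomal protein genes. The larger of the 2 clusters also had 11 hypoblast markers, AFP, APOB and TTR among them, and 9 trophectoderm markers above the other clusters. The smaller had 9 hypoblast markers, AFP and TTR among them, and 7 trophectoderm markers. Without a ribosomal limit both clusters stayed unnamed. A trophectoderm-like cluster of 151 nuclei (7.89%, 6.72% to 9.19%) had a median of 14913 UMIs and 7 trophectoderm markers above the other clusters, among them GATA2, GATA3 and TFAP2A. The remaining 141 nuclei (7.37%, 6.24% to 8.63%; cluster 4) had a median of 10924 UMIs. They showed 2 hypoblast markers, 1 epiblast marker and 1 fibroblast marker above the other clusters, too few for a name. No blastoid cluster was epiblast-like or hypoblast-like, so 0 of 1914 barcodes carried either name. Names were given to whole clusters, and the 1622 ribosomal-rich barcodes were left out of naming. The 0 therefore sets no upper limit on the share of such nuclei, and it applies to clusters named by the rule used. When markers were counted from 20 UMIs instead of 100, cluster 4 was named hypoblast-like, and the hypoblast-like share was then 7.37% instead of 0.

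In the blastocyst library, 387 nuclei were hypoblast-like (46.8%, 43.4% to 50.3%), 232 trophectoderm-like (28.1%, 25.0% to 31.3%) and 83 epiblast-like (10.0%, 8.07% to 12.3%). A ribosomal-rich cluster held 60 barcodes (7.26%) with a median of 1223.5 UMIs, and 65 nuclei (7.86%) had markers of several classes and stayed unnamed. The hypoblast-like, epiblast-like and trophectoderm-like shares depended on the settings. The hypoblast-like share ranged down to 0 when both libraries were clustered together, and the epiblast-like share was 0 with at least 1000 genes per nucleus. The trophectoderm-like share fell to 0.121% when both libraries were clustered together without correction, but was 27.9% there with standardised genes. With a ribosomal limit of 10%, the trophectoderm-like share rose to 35.3%.

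**Figure D2:**
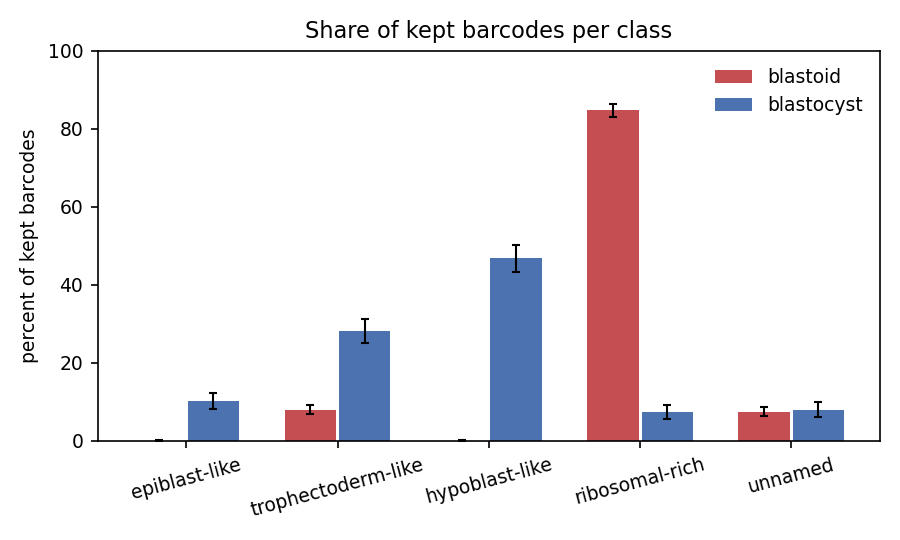
Share of kept barcodes (percent, vertical axis) in each class (horizontal axis) of the blastoid and blastocyst libraries; bars are shares and error bars exact 95% binomial intervals that cover counting error only. The ribosomal-rich class holds 84.7% of blastoid and 7.26% of blastocyst barcodes.

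Among blastoid barcodes with at least 4000 UMIs, a minimum chosen after the data were seen, 51.2% were trophectoderm-like, 48.8% unnamed and 0 of them ribosomal-rich, the largest move of the blastoid shares under any alternative with libraries clustered apart and the ribosomal limit kept. The seeded share of bTSCs was 50% of cells. These shares have different denominators, nuclei recovered and cells seeded.

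Over whole libraries, the trophectoderm marker list stood higher in the blastoid, with a median log2 ratio of 1.86 (1.5 to 2.03) over 22 genes and 18 of them higher. This lay above 100% of matched random lists. Of the 7 markers that named the blastoid trophectoderm-like cluster, TFAP2A had a ratio of 3.59. DAB2, GRHL1 and TEAD3 were at 1.52, 1.54 and 1.22. GATA2 was at 1.06 (0.977 to 1.14), within counting error, and GATA3 and TFAP2C were lower at 0.886 and 0.549. KRT18, at 5.44, had 24554 blastoid UMIs, of which 2949 lay in the trophectoderm-like class. The list value thus does not by itself show more trophectoderm nuclei. The epiblast list stood lower at -1.24 (-1.34 to -0.77) over 14 genes, at the 0.08 percentile. The hypoblast list had a median of -0.37 (-0.50 to -0.00) over 24 genes, at the 28.0 percentile, so it did not stand apart from random lists. Mesoderm genes had a median of 2.29 (1.57 to 2.68) over 5 genes and fibroblast genes one of 0.79 (0.24 to 1.61) over 9 genes, at the 99.6 and 86.5 percentiles. The mesoderm median is that of TBXT, with 16 against 0 UMIs, and so is set by the floor. The mesoderm gene with the highest blastoid level, WNT3, was at 4.81 CPM. TBX6 was lower in the blastoid, with 6 against 15 UMIs, and the other 4 were higher. The median log2 ratio of all 7826 genes with at least 100 UMIs in both libraries was -0.25. Relative to it, the trophectoderm value was 2.10 and the hypoblast value -0.12. Restriction to barcodes with at least 4000 UMIs moved the trophectoderm value most, to 0.96.

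The hypoblast list split. GATA6 had 375 UMIs in the blastoid and 5275 in the blastocyst library, or 50.1 CPM (45.2 to 55.5) against 770.1 CPM (749 to 791). HNF4A was at 10.3 CPM against 344 CPM and PDGFRA at 4.81 CPM against 206 CPM. AFP, TTR and APOB went the other way, with 997, 216 and 134 UMIs in the blastoid library and 0 in the blastocyst library, hence at least 304-fold, 65.9-fold and 40.9-fold higher. Among epiblast genes, NANOG was at 2.01 CPM (1.12 to 3.31) against 26.0 CPM (22.3 to 30.1) and PRDM14 had 4 against 252 UMIs. In the blastocyst, PRDM14 was at 62.0 CPM in epiblast-like and 55.3 CPM in hypoblast-like nuclei. Its low count in the blastoid is therefore not specific to missing epiblast. Of the 14 epiblast genes, 3 were higher in the blastoid: SOX2 at 43.3 CPM against 27.3 CPM, LIN28B at 227 CPM (216 to 238) against 92.6 CPM, and NODAL with 18 against 11 UMIs, within counting error.

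By the size rule, the genes highest in the blastoid library were SULT1E1, CGA, PTGDS, PAGE4 and DEFB1. CGA had 1469 UMIs and DEFB1 954 UMIs against 0, at least 448-fold and 291-fold higher. SULT1E1 had 1636 against 2 UMIs, a ratio of 749 (207 to 6190), and PTGDS 1391 against 2 UMIs, a ratio of 637 (176 to 5264). PAGE4 was at 783 CPM (763 to 803) against 2.63 CPM (1.56 to 4.15). The lowest were SPIC, PIWIL2, SLC5A11, DISP3 and FOXR1. SPIC had 1 UMI in the blastoid and 1254 in the blastocyst library, which is 1370-fold lower (245 to 54136). PIWIL2 had 3 against 1153 UMIs, 419.7-fold lower (143 to 2038). SLC5A11, DISP3 and FOXR1 had 2, 3 and 1 UMIs in the blastoid library against 1127, 591 and 506.

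The blastoid trophectoderm-like sum correlated most with the blastocyst trophectoderm-like sum, with Spearman rho of 0.830 across 14914 genes, against 0.757 with the hypoblast-like and 0.694 with the epiblast-like sum. Cluster 4 had rho of 0.723 with the hypoblast-like, 0.692 with the epiblast-like and 0.674 with the trophectoderm-like sum. It had a higher rho, 0.776, with the trophectoderm-like sum of its own library. The blastocyst sums differed in depth, with 3274801 hypoblast-like, 2297375 trophectoderm-like and 838545 epiblast-like UMIs. A lower rho with the epiblast-like sum therefore cannot be told apart from its lower depth. The ribosomal-rich barcodes of the 2 libraries had rho of 0.728. Raising the gene minimum to 100 UMIs moved the values most, to 0.704 for the pair of trophectoderm-like sums.

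Within the trophectoderm-like class the sums held 2407902 UMIs in the blastoid and 2297375 in the blastocyst. GATA2 was at 336 CPM (313 to 360) against 479 CPM (451 to 508), and GATA3 at 175 CPM (159 to 193) against 216 CPM (198 to 236). GATA6 was lower at 105 CPM (92.1 to 118) against 550.2 CPM (520.3 to 581). SSLP1 was 15.3-fold higher in the blastoid (11.1 to 21.7). KRT8 and KRT18 were 1.23-fold and 1.46-fold higher, but the direction of both reversed under the first naming rule, which adds the blastocyst's ribosomal-rich cluster to the class, with log2 ratios of -0.37 and -0.23. That of KRT8 also reversed with at least 4000 UMIs, to -0.12. The genes with the highest ratios were KCNH7, SULT1E1, GDA, RADX and BCAS1, and those with the lowest PIWIL2, FAM151A, ACOT11, PECAM1 and GPLD1. GDA was at 694 CPM (661 to 728) against 6.53 CPM (3.65 to 10.8), and ACOT11 at 6.64 CPM (3.80 to 10.8) against 604 CPM (572 to 636). RADX had 331 UMIs against 0, at least 105-fold higher. SULT1E1 had 552 against 2 UMIs (ratio 263, 72.6 to 2180) and BCAS1 323 against 3 UMIs (ratio 103, 34.8 to 501). PIWIL2 had 2 against 481 UMIs and was 252-fold lower (69.4 to 2087). Among UMIs of hypoblast genes in this class, AFP had 101 and APOB 40 in the blastoid against 0. The 41.9 CPM of AFP lay at 1.01 times, and the 16.6 CPM of APOB at 3.99 times, the most that RNA like that of the ribosomal-rich barcodes could give.

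Nuclei were thinned to 2000 UMIs to compare detection. This left out 4 blastoid trophectoderm-like nuclei, 1 of cluster 4 and 933 ribosomal-rich barcodes, and in the blastocyst 3 trophectoderm-like, 7 hypoblast-like and 0 epiblast-like nuclei. GATA2 was detected in 46.3% (38.0% to 54.7%) of blastoid and 58.1% (51.4% to 64.5%) of blastocyst trophectoderm-like nuclei, and in 88.7% and 93.5% without thinning, at median depths of 14913 and 8735 UMIs. The background in blastocyst hypoblast-like nuclei, at a median of 7778 UMIs, was 1.58% thinned and 5.43% unthinned. In cluster 4, GATA2 was detected in 9.29% of nuclei. HNF4A was detected in 2.14% (0.444% to 6.13%) of cluster 4 nuclei, against a background of 1.31% in blastocyst trophectoderm-like nuclei, and in 55.5% (50.4% to 60.6%) of blastocyst hypoblast-like nuclei. The unthinned shares were 3.55%, 4.31% and 86.6%. Within the blastoid library, the thinned HNF4A share was 0.680% (0.0172% to 3.73%) in trophectoderm-like nuclei and 0 of 689 in ribosomal-rich barcodes. By CPM, HNF4A was at 31.1 in cluster 4 against 10.0 in the blastocyst trophectoderm-like class, with 59 UMIs in 5 nuclei of cluster 4, of which 4 also held GATA4 UMIs. HNF4A was also detected in 60.2% of blastocyst epiblast-like nuclei, where it reached 612 CPM against 533 CPM in the hypoblast-like class, and GATA6 649 CPM against 997 CPM, so the epiblast-like cluster was not free of hypoblast genes. NANOG was detected in 18.1% of epiblast-like and 2.89% of hypoblast-like nuclei, and in 0 of 140 nuclei of cluster 4, where the exact upper bound is 2.6%. Without thinning the shares were 62.7%, 10.6% and 2.13%. SOX2 was detected in 5.71% (2.50% to 10.9%) of cluster 4 nuclei, 7.23% (2.70% to 15.1%) of epiblast-like and 1.31% (0.271% to 3.78%) of blastocyst trophectoderm-like nuclei, and in 36.9%, 30.1% and 3.88% without thinning. Its levels there were 43.2 CPM, 41.7 CPM and 3.92 CPM. In blastocyst hypoblast-like nuclei SOX2 was detected in 2.89% thinned and 20.9% unthinned, at 34.8 CPM. In the blastocyst's unnamed cluster it was at 79.4 CPM. The CPM of SOX2 therefore does not set the epiblast-like class apart from these. In the blastoid's ribosomal-rich barcodes SOX2 was at 69.0 CPM and in the blastoid's trophectoderm-like class at 9.55 CPM.

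The gene lists were compared because the aggregation medium held CHIR99021, activin A and LIF. WNT targets had a whole-library median log2 ratio of 1.21 (98.7 percentile), which fell to 0.12 over genes with at least 100 UMIs. Within the trophectoderm-like class it was 0.07 (39.1 percentile). LEF1 had 1102 UMIs in the blastoid and 15 in the blastocyst library. Activin and Nodal targets had medians of 1.23 in the whole library and 0.85 in the class. LIF targets stood lower in both, at -1.92 and -1.65, at the 0 and 0.01 percentiles. Imprinted genes stood higher, at 2.39 in the whole library (15 genes) and 1.20 (0.61 to 2.15) in the class (9 genes, 99.4 percentile). Over genes with at least 100 UMIs the class value was 0.37. In the class, PEG3 was 6.62-fold higher (4.50 to 10.0) and NNAT 7.09-fold higher (4.04 to 13.4), although NNAT's class CPM was only 0.774 times the most that RNA like that of the ribosomal-rich barcodes could give. The excess of PEG3 over the blastocyst class was 3.39 times that limit, and the median excess of the 8 higher genes 1.37 times (0.94 to 2.0). GRB10 was 1.70-fold lower. S phase, G2 and M phase, integrated stress response and p53 lists had class medians of 0.21, 0.16, 0.06 and -0.09, between the 22.7 and 81.7 percentiles. In the whole library they were -0.07, 0.33, -0.68 and -0.28, at the 73.2, 97.8, 4.12 and 21.7 percentiles; S phase turned to 0.18 when scaled by the median ratio of all genes.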

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

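Alternatives with a minimum of 4000 UMIs, a marker fold of 2, another ribosomal limit or another marker minimum were chosen after seeing the data. Over all alternatives, 112 class shares stayed inside the interval of the reported share and 58 moved. For marker lists 22 stayed and 5 moved, and for the other gene lists 87 stayed and 14 moved. For correlations, 10 stayed and 20 moved; the trophectoderm-like pair had a higher rho than the trophectoderm-like sum had with the hypoblast-like or epiblast-like sums under each setting that gave them. Of the class gene ratios 233 stayed, 10 moved and 3 reversed. Of the shares of nuclei with a marker UMI 24 stayed and 66 moved. The cause of the shifts below was not tested.

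The naming rule decided the blastoid hypoblast-like share. Under the first naming rule it was 7.37%, blastoid unnamed 0, blastocyst trophectoderm-like 35.3% and ribosomal-rich 0. The same rule gave rho of 0.837 between the trophectoderm-like sums and 0.681 between cluster 4 and the blastocyst trophectoderm-like sum, and log2 ratios of -0.23 for KRT18 and -0.37 for KRT8. With markers counted from 20 UMIs alone, the blastoid was again 7.37% hypoblast-like and 0 unnamed. A ribosomal limit of 10% alone gave blastocyst 35.3% trophectoderm-like and 0 ribosomal-rich. Without a ribosomal limit, the blastoid was 0 ribosomal-rich and 92.1% unnamed, and the blastocyst 35.3% trophectoderm-like and 0 ribosomal-rich. A marker fold of 2 gave blastocyst 0 epiblast-like and 17.9% unnamed.

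With at least 1000 genes, the blastoid was 10.4% trophectoderm-like, 79.7% ribosomal-rich and 9.95% unnamed, and the blastocyst 0 epiblast-like, 31.7% trophectoderm-like, 2.36% ribosomal-rich and 21.2% unnamed. With at least 200 genes, the blastocyst was 7.56% epiblast-like, 18.1% ribosomal-rich and 0 unnamed. Thinned to 2000 UMIs, the blastoid was 15.5% trophectoderm-like, 70.8% ribosomal-rich and 13.7% unnamed, and the blastocyst 0 epiblast-like, 61.0% hypoblast-like, 2.39% ribosomal-rich and 6.11% unnamed. At resolution 0.3 the blastocyst was 4.59% epiblast-like and 52.4% hypoblast-like, and at 1.0 it was 4.47% and 51.9%. Clustered together without correction, it was 5.08% epiblast-like, 0.121% trophectoderm-like, 0 hypoblast-like, 0.363% ribosomal-rich and 94.4% unnamed. Clustered together with standardised genes, it was 0 epiblast-like, 0 hypoblast-like and 63.8% unnamed, so the correlations of those classes had no value there.

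With at least 4000 UMIs, the blastoid was 51.2% trophectoderm-like, 0 ribosomal-rich and 48.8% unnamed, and the blastocyst 0 epiblast-like, 33.1% trophectoderm-like, 0 ribosomal-rich and 23.5% unnamed. With resolution 1.0 as well, the blastoid shares were 51.2%, 0 and 48.8%, and the blastocyst was 14.2% epiblast-like, 32.9% trophectoderm-like, 27.4% hypoblast-like, 0 ribosomal-rich and 25.4% unnamed. At this minimum the trophectoderm list was 0.96, the hypoblast list -0.53 and G2 and M phase 0.24. The trophectoderm-like sum then had rho of 0.832 with trophectoderm-like and 0.750 with hypoblast-like, cluster 4 had 0.681 and 0.718, and KRT8 was -0.12.

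With the mean over nuclei, the epiblast list was -1.50, hypoblast -0.67, G2 and M phase 0.61, integrated stress response -1.22 and p53 targets -0.75. Median-ratio scaling shifts whole-library log2 ratios by the median of all genes, -0.25, and gave trophectoderm 2.10, LIF targets -1.68, S phase 0.18, G2 and M phase 0.57, integrated stress response -0.44 and p53 targets -0.033. With list genes of at least 100 UMIs, WNT targets were 0.12, Activin and Nodal targets 1.99, LIF targets -2.66, p53 targets -0.10 and class imprinted genes 0.37.

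In the order trophectoderm-like, hypoblast-like and epiblast-like blastocyst sums, genes of at least 100 UMIs gave rho of 0.704, 0.569 and 0.460 for the blastoid trophectoderm-like sum and 0.402, 0.516 and 0.435 for cluster 4. With marker genes kept, the last 2 values of the trophectoderm-like sum were 0.755 and 0.691. With sums thinned to the smaller total of each pair they were 0.747 and 0.633, and those of cluster 4 were 0.667, 0.705 and 0.641. Depth still differed between pairs. With classes from standardised joint clustering, cluster 4 had 0.677 with trophectoderm-like.

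No paired analysis was possible because each group has 1 library.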

Other observations

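The tests of the dispersion of the ribosomal-rich barcodes, of hypoblast factors in cluster 4, of the excess of imprinted genes, of MEST and NNAT and of the blastocyst's ribosomal-rich cluster were chosen after related values were seen. The test of the imprinted excess replaced one of whole levels set before, whose outcome its selection of genes largely fixed. The test of the ribosomal-rich cluster was the last of 3 tried. The first, set before, compared it with the blastoid's ribosomal-rich barcodes, and the second with draws from the trophectoderm-like class. Both argued against shallow trophectoderm nuclei, but the choice of clusters largely fixed their outcomes, so they are not used. The last passed the limit of -0.05 written before its value, and that limit was set aside after the value was seen. The tests of the neural list and of the subset of nuclei were written before their values.

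Most blastoid barcodes were shallow and ribosomal-rich. Free RNA shared by all droplets was tested as their source. Thinned to 2000 UMIs, 93 of 3364 genes outside the named mitochondrial ones (2.76%) varied over the 689 deep enough barcodes by more than 1.5 times the variance of draws from 1 profile. Simulated draws from 1 pool gave 0% over the same 3364 genes. The 287 other blastoid nuclei, which hold 2 clusters, gave 11.0% of 4611 genes. The limit of 1% above which the share was read as against a shared pool was set after the 2.76% had been seen. Read that way, 1 shared pool alone leaves variation unexplained. The median gene had a variance of 1.15 times that of such draws in these barcodes and 1.11 times in the other nuclei. Several pools, cell fragments or shallow cells stay open and were not told apart, as barcodes left out by the cell calling were not analysed here.

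Cluster 4 of the blastoid was led by DCC, AUTS2, CTNNA2, TENM4 and NLGN1, genes singled out after their values were seen. Hypoblast-like nuclei were tested as its content, because the first naming rule gave that name. After thinning to 4000 UMIs, 1.44% of its nuclei (2 of 139) held UMIs of at least 3 of 7 hypoblast transcription factors. The share was 0.685% in the blastoid trophectoderm-like class and 30.2% in the blastocyst hypoblast-like class. A few nuclei of cluster 4 did hold such factors. HNF4A had 59 UMIs in 5 of its 141 nuclei (31.1 CPM, against 10.0 CPM in the blastocyst trophectoderm-like class), up to 26 in 1 nucleus, and GATA4 had 25 UMIs in 5 nuclei, with 4 nuclei holding both. The values argue against hypoblast-like nuclei making up the cluster, not against a few in it, with the limit that the test finds the factors in only 30.2% of nuclei even in the blastocyst class, and that stem cell derivatives with lower levels of these factors stay open. A neural list of 20 genes was written without looking at its levels. In cluster 4 over the blastoid trophectoderm-like class its median log2 ratio was 2.09 over 12 genes, at the 99.98 percentile of matched random lists. The nuclei may thus be neural-like, as a hypothesis. The highest genes were CDH2 at 1333 CPM and NCAM1 at 1318 CPM, against 43.6 CPM and 92.6 CPM in the trophectoderm-like class. Of the 20 genes, 14 had UMIs in the blastocyst library and 0 are in another list used here, so the list is not specific to neural cells. SOX1, POU3F2 and SOX10 had 0 UMIs in cluster 4, so these transcription factors of the list lend the hypothesis no weight. Which seeded line the nuclei came from was not tested.

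Imprinted genes stood higher in the blastoid's trophectoderm-like class. If the ribosomal-rich barcodes are taken as the profile of free RNA, ribosomal protein UMIs limit such RNA to 16.1% of the class's UMIs. The median excess of the 8 higher genes over the blastocyst class was 1.37 times the CPM that this share could give (0.94 to 2.0 from Poisson draws), and 5 of the 8 lay above it. Free RNA therefore cannot be told apart as the source for the list, because the limit lies inside this range. For IGF2R, which lay above the limit at 1.19 times, the class ratio was 1.15 (0.929 to 1.43), within counting error. CDKN1C, with 7 against 3 UMIs, was also higher only within counting error. Single genes went both ways: the excess of PLAGL1 was 3.87, of PEG3 3.39 and of SNRPN 1.86 times the limit, so free RNA of this profile falls short of their excess, while CDKN1C was at 0.672. For MEST and NNAT it cannot be told apart either, since the larger of their 2 values was 0.881 times that limit. A subset of nuclei with AFP, APOB and TTR as the carrier cannot be told apart from the rest of the class. The 79 nuclei without these UMIs had 0.958 times the imprinted CPM of the whole class, 532 against 555 CPM. This value cannot decide, because the class contains these nuclei. SNRPN alone also gives 293 of the 555 CPM, although its class ratio was only 1.29. The level of AFP, the gene with the most UMIs of the 3, was 1.01 times what free RNA could give. That of TTR was 1.22 times and that of APOB 3.99 times. The nuclei with and without these UMIs had medians of 16071 and 12964 UMIs. The split therefore need not mark cells for AFP, and the test stays undecided. The effect of long culture of the stem cell lines on imprinting, and of the embryos' own age, stays untested with 1 library per group.

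The blastocyst's ribosomal-rich cluster, led by KRT18, KRT19 and KRT8, was tested as shallow trophectoderm nuclei, the reading that the first naming rule gives. At equal totals, without ribosomal protein and mitochondrial genes, its rho with the blastocyst trophectoderm-like class was 0.532 across 4080 genes. That of the epiblast-like class was 0.594 and that of the hypoblast-like class 0.632, a difference of -0.0621 from the lower of them. Shallow trophectoderm nuclei cannot be told apart from other sources here, because this small difference has no measured spread and because shallow nuclei with more free RNA would also have a lower rho. Whole trophectoderm cells with cytoplasm, or free RNA alone, stay open too.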
